A study of Homo sapiens with 6 samples.

How the data were processed

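DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in cultured human epidermal melanocytes, named HEMn-DP2 in the labels. RRBS cuts genomic DNA with MspI, an enzyme that recognises CCGG, and sequences bisulfite-treated fragments from regions rich in CpG dinucleotides. Bisulfite turns unmethylated cytosine into uracil, which is read as T, while methylated cytosine is still read as C. Per the labels, 3 cultures were left as controls and 3 were exposed to ultraviolet radiation (UVR), and DNA was taken after a further month in culture. Per the labels' protocols, the medium contained phorbol ester at 200 nM, fragments of 150 to 350 bp were selected, libraries were amplified for 17 PCR cycles, and 25% phiX DNA was added before sequencing.

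The authors deposited 1 table per sample, listing for each cytosine position the coverage as a read count and, per the file headers, the percent of those reads that were C (methylated) and T (unmethylated). The aligner, the genome build, the methylation caller and any read filter were stated neither in the labels nor in the file headers. The deposited tables listed positions with a count of 1 read, so no coverage minimum had been applied to them. Every position carried the same strand code. The percent of C and the percent of T summed to 100 at each position. Methylated read counts were rebuilt by multiplying the deposited percent by the deposited coverage and rounding, which was checked against the deposited percent at positions with fewer than 10000 reads.

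The genome build was not named. Listed positions ran past the last gene of the GRCh38 gene table on 15 of the 22 autosomes, by up to 2800763 bp, so the coordinates and gene names of that table were not used and positions are given as in the deposited tables. For this reason 3 comparisons fixed before the data were examined were not run: methylation by annotation context, differentially methylated promoters, and methylation by the base before the CpG. In their place, positions were divided by the number of listed positions within 100 bp (at most 10, 11 to 20, and 21 or more), a division chosen after seeing the data. Chromosomes other than the autosomes were left out, except that mitochondrial positions served as a measure of unconverted cytosine.

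The grouping and replicate numbers came from the sample titles in the labels. The design fixed before the data were examined compared 3 control with 3 UVR libraries. On inspection, control 1 held no methylated or unmethylated read count above the sum of controls 2 and 3 at any position, so it was not counted as an independent replicate. The comparisons therefore used 5 libraries, controls 2 and 3 and UVR 1, 2 and 3. This change was made after the data were seen, and the comparison of all 6 libraries as first designed is given beside each main result. Whether controls 2 and 3 were independent of each other could not be tested from the deposited counts.

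Methylation levels per library were averaged over autosomal positions with at least 10 reads in all 6 libraries and compared by an exact two-sided permutation test, for which the smallest possible p is 0.2 with 2 against 3 libraries and 0.1 with 3 against 3, so that no such comparison could pass 0.05. CpG sites were tested with a logistic quasi-binomial model of methylated among all reads with group as the only term. Sites needed 10 reads in all 6 libraries, no library above a coverage limit (its 99.9th percentile of coverage), and a mean level from 5% to 95%. Tiles of 1000 bp summed the reads of at least 3 sites, with no coverage limit. Pearson dispersions were moderated as in limma's squeezeVar, with the code checked against limma, and floored at 1. F-test p-values were adjusted by the Benjamini-Hochberg method. A feature was called at an adjusted p under 0.05 and a difference of at least 10 percentage points between group means. Between-replicate variability was the variance of the level among libraries of a group minus the binomial variance given by their coverage.

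The features named in the text followed a rule fixed before the data were examined. Among called tiles whose UVR levels all lay on the same side of all control levels, the 5 with the largest increase and the 5 with the largest decrease were to be named, and 2 sites per direction by the same rule. Where nothing was called in a direction, the 2 features with the smallest raw p were named and said not to pass. The rule was applied to the 5 libraries.

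The code was tested on simulated data drawn from the real coverage. With 200 of 100000 sites shifted by 30 percentage points at the dispersion seen in the data, 0 of the 200 were called, although 47.0% of them had a raw p under 0.05. At a shift of 60 points, 0 of 200 sites were called. At the same 60-point shift without dispersion beyond sampling noise, 200 of 200 were called. Among 91047 tiles, 28 of 200 shifted by 30 points and 156 of 200 shifted by 60 points were called. Unchanged simulated sites had a raw p under 0.05 in 8.33% of cases and unchanged tiles in 5.27%. The simulation differed from the data, where 4.54% of sites had a raw p under 0.05 in the real grouping and the same test called up to 1123 sites in other divisions of the 5 libraries, so it does not set the power of the site test.

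Autosomal coverage summed to between 90113214 and 400420136 over listed positions, and median coverage per position was 6 to 28. These sums count each read at every position it covers. Reads carried no molecular identifiers, so intervals cover counting error only.

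The alternatives were coverage minimums of 5, 20 and 30, reads thinned to the lowest library total, no coverage limit, merged neighbouring positions, tiles of 500 and 5000 bp, other dispersion models, limma on log2 ratios after adding 2 reads, edgeR's model for bisulfite counts, Fisher's exact test on pooled reads, a replicate block, and each replicate left out. The pairing for the block came from the replicate numbers in the titles and used replicates 2 and 3, since control 1 was not counted. Across sites, the difference between controls 2 and 3 had a correlation of 0.0001 with that between UVR 2 and 3. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and edgeR 4.0.16.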

Results

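DNA methylation was profiled in 6 RRBS libraries of human epidermal melanocytes, the pigment cells of the skin, to ask whether methylation differed a month after UVR. Per the labels, UVR cultures received 175 J/m2 in 90 s (1.94 W/m2; 35% UVA, 65% UVB) when about 80% confluent. There were 3 control and 3 UVR libraries. Autosomal coverage summed over positions was 104262461 in control 1, 127871460 in control 2 and 123734381 in control 3. It was 155599558 in UVR 1, 400420136 in UVR 2 and 90113214 in UVR 3. Median coverage per listed position was 6, 9 and 8 reads in the controls and 16, 28 and 10 reads in UVR 1, 2 and 3. Of 7498254 autosomal positions listed in any library, 1536904 had at least 10 reads in all 6 libraries.

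The libraries were first compared with each other. At 0 of the 5292916 autosomal positions of control 1 did its methylated or its unmethylated reads exceed the sum of controls 2 and 3, and 0 positions were absent from both. For the other 59 combinations of a library and a pair, 18.9% to 87.5% of positions had more reads than the pair. Control 1 held 41.4% of the reads of controls 2 and 3 together. Its levels had a correlation across sites of 0.988 with control 2 and 0.989 with control 3, against 0.969 between controls 2 and 3 and 0.941 to 0.945 between UVR libraries. Between a control and a UVR library it was 0.95 to 0.962, higher than between UVR libraries. Sites are not independent replicates. Control 1 was therefore not counted as a replicate, and n was 2 for control and 3 for UVR unless all 6 libraries are named.

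**Figure D1:**
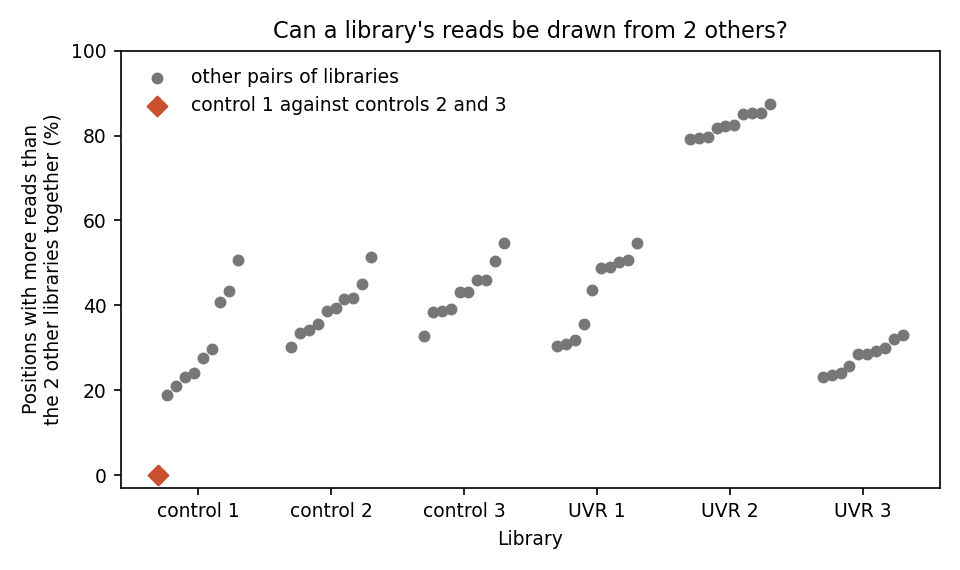
For each library (x axis), points give the percentage of its positions with more methylated or unmethylated reads than a pair of other libraries together (y axis). The value was 0 for control 1 against controls 2 and 3, and 18.9% to 87.5% for the other 59 combinations.

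The first question was whether the mean methylation level differed. Over the 1536904 shared sites, the level was 45.9% ± 0.154 (SD, n = 2) in control and 46.4% ± 0.069 (SD, n = 3) in UVR, a difference of 0.551 percentage points. All 3 UVR libraries lay above both controls, and the exact two-sided permutation p was 0.2, the smallest that the 10 arrangements allow. With all 6 libraries the difference was 0.572 points, with an exact permutation p of 0.1, the smallest of 20 arrangements. With the replicate number as a block the difference was 0.591 points, with an exact sign-flip p of 0.5 from 2 pairs, the smallest possible; the pairing check gave a correlation of 0.0001. Pooling reads over sites, which weights sites by coverage, moved the difference most, to 7.08 points (41.0% against 48.1%). Over the same sites, the UVR minus control difference in the share of reads was 6.63 points at sites over 80% methylated. It was -6.89 points at sites under 20%. The pooled value therefore also reflects where the reads fell, and is not a larger change in the level of the same sites. The mean was higher in UVR on 22 of 22 autosomes, by 0.378 to 0.682 points. Autosomes share the same libraries and are not replicates. The design could not reach a p under 0.05.

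**Figure D2:**
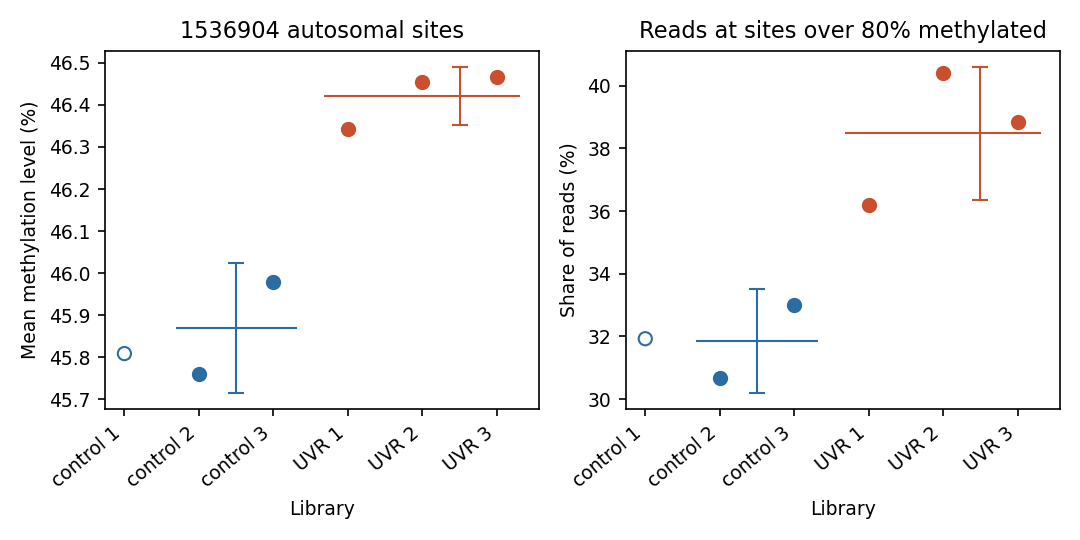
Left, mean methylation level (%) of each library over 1536904 sites; right, the share of those sites' reads (%) lying at sites over 80% methylated. Points are libraries, lines are group means and bars are SD; control 1 (open circle) is outside the mean. All 3 UVR libraries lie above the controls in both panels, and the y axes do not start at 0.

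The distribution of levels was compared next. Sites under 20% methylated fell by 0.685 percentage points, from 45.6% ± 0.248 of sites in control (SD, n = 2) to 44.9% ± 0.128 in UVR (SD, n = 3). Sites from 20% to 80% rose from 17.2% ± 0.016 to 17.5% ± 0.125, by 0.266 points. Sites over 80% rose from 37.2% ± 0.264 to 37.6% ± 0.15, by 0.42 points. Each exact two-sided permutation p was 0.2, the smallest possible, and 0.2 after Benjamini-Hochberg adjustment over 3 tests. With all 6 libraries the changes were -0.651, 0.236 and 0.415 points, each with an exact permutation p of 0.1. The direction for sites from 20% to 80% was not stable, since a coverage minimum of 5 reads gave -0.481 points. Sites over 80% kept their direction, but the size of the change varied. It was 0.229 and 0.176 points at coverage minimums of 20 and 30, and 0.314 points with thinned reads. Each of these had an exact permutation p of 0.4. It was 0.81 points at a minimum of 5 and 1.006 points with limits of 10% and 90%, where the exact permutation p was 0.2. Sites under 20% also kept their direction, but a minimum of 5 gave -0.328 points, with an exact permutation p of 0.4.

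Positions were then divided by the number of listed positions within 100 bp, a division chosen after seeing the data. At 633152 positions with at most 10, the level was 71.5% ± 0.11 in control and 72.4% ± 0.154 in UVR, a difference of 0.915 points. The difference was 0.401 points at 398826 positions with 11 to 20. At 504926 positions with 21 or more it was 0.215 points, close to the control SD of 0.195. Leaving out control 2 gave 0.077 points there, and leaving out control 3 gave 0.352 points. For each of the 3 classes in the 5 libraries the exact two-sided permutation p was 0.2, and 0.2 after adjustment over 3 tests. With all 6 libraries the differences were 0.966, 0.408 and 0.207 points.

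Sites were also grouped by their mean level over libraries, a description made after the data were seen. The UVR difference was 2.27 points for sites at 5% to 20%, 2.92 at 20% to 40%, 2.96 at 40% to 60% and 1.43 at 60% to 80%. It was -0.05 below 5%, 0.141 at 80% to 95% and 0.003 above 95%. Control 3 differed from control 2 by 1.34 points at 20% to 40%, and by less than the UVR difference in each class from 5% to 80%. It differed by more in size below 5% (0.228), at 80% to 95% (0.318) and above 95% (-0.51). Classes were set from the levels being compared, and sites near 0% or 100% have little room to differ. Part of the pattern may therefore follow from the grouping. For sites from 20% to 80% as a single class, the level was 52.0% ± 0.716 in control and 54.4% ± 0.562 in UVR, with an exact two-sided permutation p of 0.2.

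**Figure D3:**
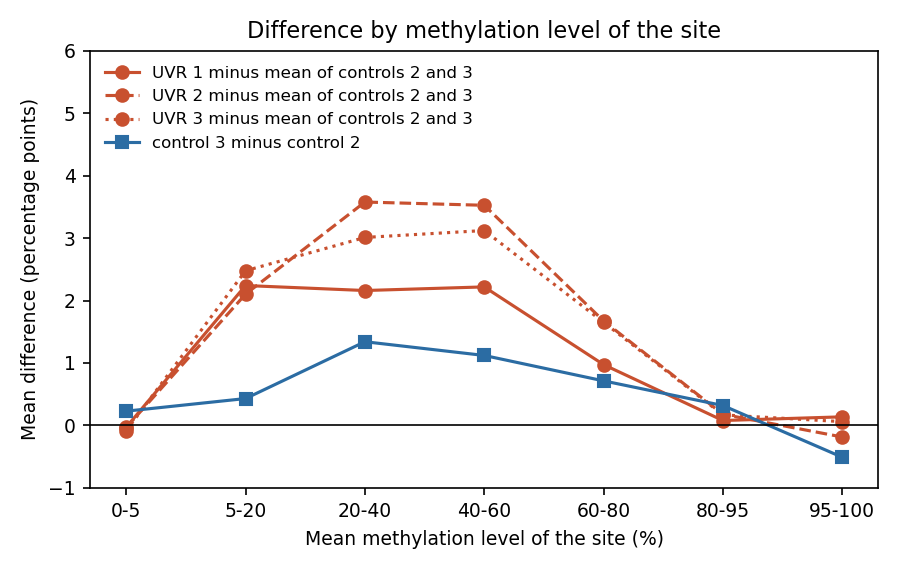
Mean difference in methylation (percentage points, y axis) by the mean level of the site (%, x axis) for each UVR library against the mean of controls 2 and 3, and for control 3 against control 2. The mean UVR difference is largest at 20% to 40% and 40% to 60% (2.92 and 2.96 points). UVR 1 alone is largest at 5% to 20% (2.24 points, against 2.22 at 40% to 60%). Control 3 also lies above control 2, by 1.34 points at 20% to 40%.

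The next question was which single sites differed. Of 589507 CpG sites tested, 0 were called. A raw p under 0.05 was found at 26756 sites (4.54%), and the smallest adjusted p was 0.912 in the quasi-binomial model with limma's dispersion moderation. With all 6 libraries 0 sites were called and 83317 (14.1%) had a raw p under 0.05. With the replicate number as a block 0 were called and 11373 (1.93%) had a raw p under 0.05, the pairing check being 0.0001. The alternative that moved this count most was a binomial test without overdispersion, with 169454 sites. The sites with the smallest raw p in each direction did not pass in this model, with an adjusted p of 0.912 each. Site 1:50880634 was at 18.98% ± 4.21 in control and 81.2% ± 8.57 in UVR, with 28 to 169 reads per library. Site 2:2414973 was at 3.47% ± 1.29 and 28.2% ± 7.35, with 114 to 648 reads. Site 17:48546738 was at 90.4% ± 4.8 and 14.1% ± 12.5, with 24 to 105 reads. Site 7:155624225 was at 96.0% ± 5.66 and 9.82% ± 9.41, with 16 to 69 reads. By edgeR's model the adjusted p was 0.0284 for 1:50880634, 0.0368 for 17:48546738 and 0.0332 for 7:155624225. It was 0.0585 for 2:2414973, which did not pass. Neither limma on log2 ratios nor each site's own dispersion (adjusted p 0.929) called any of them.

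Tiles of 1000 bp were tested to gain reads per test. Of 91047 tiles, 3 were called, all higher in UVR, and 5710 (6.27%) had a raw p under 0.05. With all 6 libraries 51 tiles were called, 48 higher and 3 lower. With the replicate number as a block 0 were called, with 7259 tiles (7.97%) at a raw p under 0.05 and a pairing check of 0.0001. The largest count came from the binomial test, with 8592 tiles. Applying to tiles the coverage limit used for sites, an alternative added after seeing the data, left 0 tiles called, with 5623 at a raw p under 0.05.

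The 3 called tiles were as follows. Tile 1:228673001-228674000 (13 sites) rose from 29.5% ± 4.19 (SD, n = 2) to 55.2% ± 1.26 (SD, n = 3), with a limma-moderated adjusted p of 0.0377 and 81.7 to 451.9 mean reads per site. At a coverage minimum of 30 its difference was 6.11 points in place of 25.6. With the coverage limit, which removed none of its sites, its limma-moderated adjusted p was 0.11. Tile 19:3575001-3576000 (5 sites) rose from 27.3% ± 2.05 to 49.2% ± 4.12, with a limma-moderated adjusted p of 0.0377. At a coverage minimum of 5 it was not called, with a limma-moderated adjusted p of 0.0505. All 5 of its sites lay above the coverage limit used for single sites. Tile 2:133012001-133013000 (16 sites) rose from 21.8% ± 1.79 to 34.7% ± 2.19, with a limma-moderated adjusted p of 0.00394. It had 7581 to 34601.5 mean reads per site, and 7 of its 16 sites lay above that limit. None of the 3 was called without UVR 3, with each tile's own dispersion, by limma on log2 ratios, or with the replicate block. Each of these settings called 0 of all tiles tested, so the failure was not particular to these 3. All 3 were called without UVR 1, without UVR 2, with all 6 libraries, and with the block fitted to all 6 libraries. By edgeR 2 of the 3 were called, and tile 2:133012001-133013000 was not, with an adjusted p of 0.176. In the lower direction 0 tiles were called. Tile 12:49245001-49246000 (49 sites) had a difference of -6.22 points, under the 10-point limit, and a limma-moderated adjusted p of 0.0409. Tile 2:99553001-99554000 (57 sites) had a difference of -5.38 points and a limma-moderated adjusted p of 0.066.

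The real grouping was set against all 10 divisions of the 5 libraries into 2 and 3. For sites, 4.54% had a raw p under 0.05 under the real grouping, and 3.27% to 13.7% over all divisions. Setting UVR 2 and UVR 3 against the other libraries gave 49 called tiles and 1123 called sites, more than UVR against control.

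**Figure D4:**
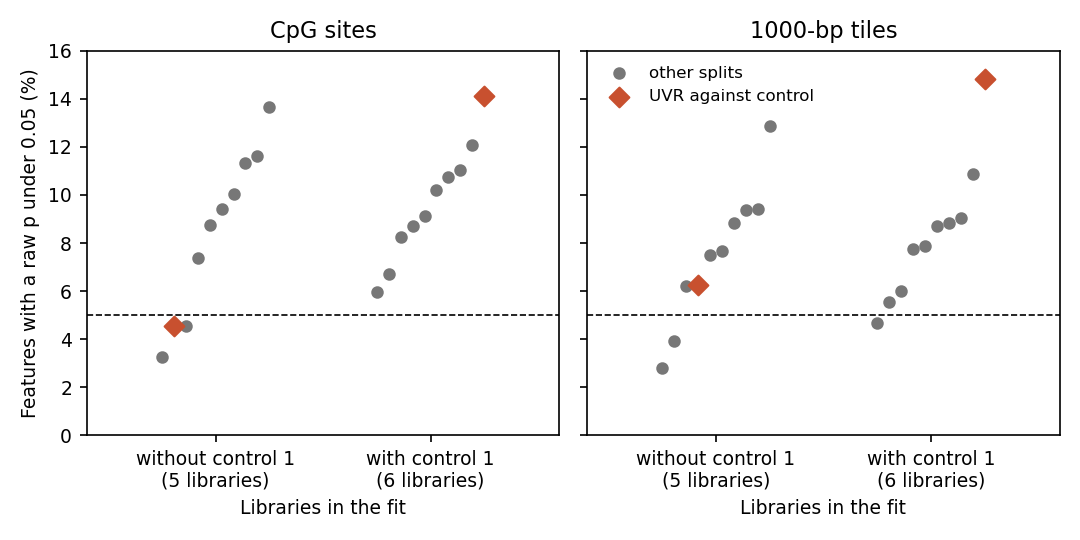
Percentage of CpG sites (left) and 1000-bp tiles (right) with a raw p under 0.05 (y axis) for each of 10 divisions of the libraries, without and with control 1 (x axis); the dashed line marks 5%, while simulated unchanged sites gave 8.33% without control 1 and 17.3% with it as a subset library. UVR against control (diamond) gave 4.54% of sites without control 1, among the lowest, and 14.1% with it, the highest.

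The last comparison asked whether UVR libraries differed more from each other than control libraries did. The mean variance beyond sampling noise over sites was 234.7 squared percentage points among UVR libraries and 100.7 between controls 2 and 3. The medians were 100.3 and 14.7, a difference of 85.7, but medians of variances from 3 and from 2 libraries are not on the same footing. With 2 UVR libraries at a time, the median difference was 34.3, 36.4 and 41.2. Counting control 1 gave 98.6. The control value rests on a single pair of libraries, and no test with a p under 0.05 is possible.

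**Figure D5:**
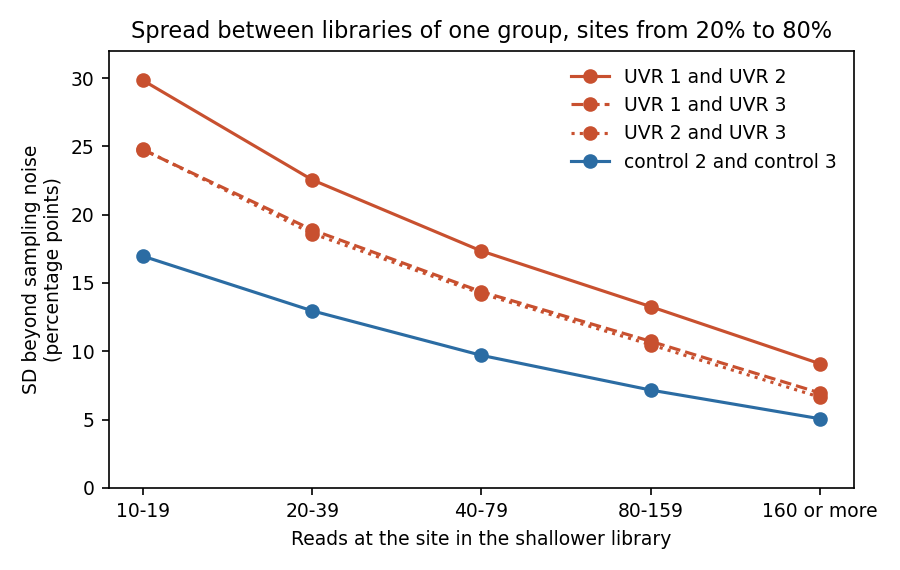
Standard deviation of the level beyond sampling noise (percentage points, y axis) between pairs of libraries of the same group, by reads at the site in the shallower library (x axis), for sites from 20% to 80%. Each UVR pair lies above controls 2 and 3 at every depth; the spread falls with depth in both groups, from 17.0 to 5.06 points for the controls.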

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

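All tests in this part were chosen after the result was seen, and so were the limits by which they were judged.

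The coverage column, apart from the methylation levels, differed between the groups. UVR libraries held 38.5% ± 2.12 of their reads (SD, n = 3) at sites over 80% methylated, against 31.9% ± 1.65 in control (SD, n = 2), a difference of 6.63 points. The exact two-sided permutation p was 0.2, the smallest possible. A few positions taking many reads was a candidate explanation, but the difference was 6.82 points without positions above the coverage limit used for single sites. Local density of CpG positions was another, but the log2 coverage ratio of high against low sites was 0.51 as a mean within density classes and 0.50 over all sites. By the number of listed positions within 100 bp, the ratio was 0.569 for at most 10, 0.572 for 11 to 20 and 0.382 for 21 or more. It was therefore present in every class, but smaller at the densest positions. A position is listed where any library read it, so these classes depend in part on coverage. They cannot rule out CpG density as an explanation. Differences in fragment selection, amplification or sequencing batch may remain as explanations, as may the exposure itself. The labels give no batch, and with every UVR library on the same side, a batch and the group could not be told apart.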

How the results depend on the processing

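The alternatives below were fixed before the data were examined, except the coverage limit on tiles, the density classes, the block fitted to all 6 libraries, and the decision not to count control 1, all chosen after seeing the data. Methylation by annotation context, differentially methylated promoters and methylation by the base before the CpG were not run, nor were their alternatives, because the build was not named. Leaving out a control left 1 control library, so no calls were made there. The replicate block paired replicates 2 and 3. For sites and tiles, the differences listed with the block were still those of the 5 libraries, with medians of 1.369 and 0.982 points.

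The mean level was higher in UVR under all alternatives run, by 0.443 to 0.66 points with a library left out, 2.08 points over each library's own sites (exact permutation p 0.6) and 7.08 points with reads pooled. No setting could pass 0.05, so this shows direction only. The pooled value also depends on how reads were spread over sites, which differed between the groups. The share of sites from 20% to 80% reversed to -0.481 points at a coverage minimum of 5 and to -0.394 points with limits of 10% and 90%; the cause was not tested.

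No sites were called under the other settings, but 16 were called without the coverage limit, 1672 by edgeR (1293 higher, 379 lower), 157515 by Fisher's exact test on pooled reads and 169454 by the binomial test. In the main comparison 26756 sites had a raw p under 0.05.

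Called tiles numbered 3 in the main comparison, with 5710 at a raw p under 0.05. They numbered 43 with thinned reads, 133 with tiles of 5000 bp, 5 with at least 5 sites, 7 with no minimum difference, 274 by edgeR (212 higher, 62 lower), 8530 by Fisher's exact test, 8592 by the binomial test, 51 with control 1 counted and 72 with control 1 and a replicate block. They numbered 0 with the coverage limit, each tile's own dispersion, limma on log2 ratios or the replicate block. Leaving out a UVR library gave 0 to 89. With the coverage limit, tile 19:3575001-3576000 lost all 5 sites and tile 2:133012001-133013000 fell to a difference of 8.43 points without its 7 sites above the limit. For the other settings the cause was not tested.

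The variability difference of 85.7 squared points was 104.1, 64.8 and 53.4 at coverage minimums of 5, 20 and 30, 74.0 with thinned reads, 134.0 as a mean over sites and 98.6 with control 1. It was 34.3 to 41.2 with a UVR library left out, where both groups have 2 libraries. For the 9 named sites and tiles, the adjusted p crossed 0.05 at other settings in 23 cases to weaker and 18 to stronger. The settings for the minimum difference and its centring cannot move an adjusted p, but tile 2:133012001-133013000, at 12.9 points, was not called at a minimum of 20 points. Simulated sites shifted by 60 points at the real coverage were called in 200 of 200 cases without extra dispersion and in 0 of 200 with it. Depth was not varied in the simulation, and the spread beyond sampling noise fell with depth, from 17.0 to 5.06 points between controls 2 and 3, so limits set by depth and by dispersion were not separated.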

Other observations

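All tests in this part were chosen after the result was seen, except the count of other divisions of the libraries, which was required in advance; the limits by which the tests were judged were also set afterwards.

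Control 1 appeared to hold a subset of the reads of control 2 and control 3. It had 0 positions with more methylated or unmethylated reads than the pair, while the lowest value for other combinations was 18.9% of positions. Its share of the pooled reads was 40.6% to 41.9% across pooled depths from 4 to 200 reads, with a variance above binomial by an amount that grew with depth (2.55 against 2.41 at 10 pooled reads, 29.3 against 24.2 at 100 and 62.0 against 48.7 at 200). Read splitting or merging during processing may account for this, and the deposited counts do not show which library was made from which. No biological explanation was tested.

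Counting control 1 as a replicate raised the share of sites with a raw p under 0.05 from 4.54% to 14.1%. A subset library counted as a replicate may be enough to produce this. Simulated unchanged sites had a raw p under 0.05 in 17.3% of cases with such a library and in 8.33% without. With control 1 counted, 1 of the 10 splits gave as many such sites and 1 of the 10 splits gave as many called tiles, the real split in each case. Control 1 shares reads with the other controls, which favours the real split, so these counts do not separate an effect of UVR from the shared reads. The simulation with a subset library called 0 unchanged tiles against 51 in the data. Its share of raw p under 0.05 was 17.3% for sites against 14.1% in the data, and 13.7% for tiles against 14.8%. Without control 1 it already gave 8.33% of unchanged sites, against 4.54% in the data. The simulation thus differed from the data, and it does not settle what produced the 51 called tiles. Without control 1, 9 of the 10 splits gave as many sites with a raw p under 0.05 and 2 of the 10 splits gave as many called tiles. Among the 4 splits that part both same-numbered pairs, 4 and 2 did so. A share under 0.1 is not possible with 10 splits.

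The higher level of intermediate sites in UVR libraries (2.31 points) may follow from the coverage tilt towards methylated fragments. The slope within groups of level on the share of reads at sites over 80% predicted 2.01 points. That slope rests on 5 libraries and has no error estimate, and it was 0.434 in control and 0.263 in UVR, so the tilt and the group cannot be told apart. Incomplete bisulfite conversion was tested on mitochondrial CpG positions with their reads pooled, so the deepest positions weighed most. Median coverage per position was 5 to 8 reads in the 5 libraries, against summed coverage of 560769 to 1919879. The pooled reads were 1.40% ± 0.025 methylated in control and 1.43% ± 0.146 in UVR. The difference was 0.029 points (exact two-sided permutation p 1.0), and the groups overlapped, at 1.42% and 1.38% in controls 2 and 3 and 1.41%, 1.29% and 1.58% in UVR 1, 2 and 3.

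UVR libraries differed more from each other than controls 2 and 3 did, and 1 of the 10 splits, the real one, gave as large a variability difference. Unequal depth left a difference of 74.0 squared points after thinning. The correlation of log coverage was lower between UVR libraries than between controls 2 and 3 (a difference of -0.082), so noisier library preparation may be involved. Few distinct DNA molecules behind the reads could also be involved, since the spread between UVR libraries was 3.5 times larger at 10 to 19 reads than at 160 or more, but the ratio was 3.35 for the controls and so does not separate the groups. If controls 2 and 3 share reads, as may be asked given control 1, the control spread would be too low. The pattern cannot be told apart from these explanations or from an effect of UVR.

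Pooling reads within groups called 157515 sites with Fisher's exact test. Differences between single libraries of the same group may account for such calls, since the same test called at least 59851 sites between 2 libraries of a group, controls 2 and 3, and 186309 to 263385 between UVR libraries.

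The 16 sites called without a coverage limit lay in 2:133012001-133013000 (7 sites), 21:9826001-9827000 (6 sites) and 21:9827001-9828000 (3 sites). These regions were named because the calls fell there. The sites were 23.8% methylated in control and 36.6% in UVR, with 7257 to 78583 reads per library. Reads of many copies of a repeat may have been placed on these positions, as their median coverage was 25.0 times the coverage limit. That test is weak because exceeding the limit is what excluded them, and a change in which copies were sequenced cannot be told apart from a change in methylation.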
